A study of Mus musculus with 20 samples.

How the data were processed

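RNA from the gonadal fat pad and the liver of KO and WT mice was sequenced by the authors, with 5 libraries per tissue and genotype. RNA was extracted with Qiagen RNeasy kits and libraries were made with a stranded TruSeq mRNA kit, per the labels' protocols. The submitters' processing notes name Trim Galore 0.2.8, STAR 2.4.0d, RSEM 1.2.12 and DESeq2, and genome build GRCm38. Per the submitters' processing notes no order or settings of these tools are known, and the annotation release and the strand setting of the counting are not given in the sources used here. The deposited values are expected counts per gene, as RSEM makes them, not normalized, with 1 column per library. Between 3.95% and 5.8% of the values in a library were not whole. The table held 48440 Ensembl gene IDs, of which 48058 were matched to a symbol in the reference annotation.

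Expected counts were rounded to whole numbers. Genes were kept with edgeR's filterByExpr (minimum count 10, minimum total 15), each tissue alone, and libraries were scaled by TMM. KO and WT were compared in each tissue with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3; robust fit), with genotype as the term, and the difference of the KO effect between tissues was tested as an interaction in all 20 libraries. P-values were adjusted by Benjamini-Hochberg, and genes with an adjusted p under 0.05 were called. Prkce was also compared by a two-sided exact permutation test of log2 CPM over all 252 assignments of 5 and 5 libraries. CPM used TMM-scaled library sizes, with a prior count of 2 for log2 CPM; the levels of marker genes of other tissues used plain library sizes. Depth limits the precision of low genes most, and the SD over 5 libraries holds both counting error and differences between mice. Within each group, pairs of libraries differed by more than counting error, with a chi-square per degree of freedom of at least 19.17 in fat and 15.87 in liver, so no library was counted as a duplicate.

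The tests, the 52 gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Lists with at least 5 tested members (49 in fat and 47 in liver) were tested with camera at its preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation, with fry and with an exact permutation test of list scores. A list score is the mean over members of log2 CPM minus the gene's own mean. Of 1220 list symbols, 2 were not found in the table. The genes named are Prkce, the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM, the 20 genes with the smallest p where fewer than 20 were called, up to 4 members of each list described and the 10 genes with the smallest p of the interaction. Genes outside this rule are Hectd2, which overlaps Hectd2os, the genes that an alternative called, members of lists that moved in both tissues, and marker genes of single libraries; these were chosen after their values were seen. Some genes that the rule names are not reported here.

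Alternatives were other scaling factors (RLE and upper quartile), DESeq2 1.42.0, limma-voom with quality weights, other edgeR settings, other filters on low counts, a fold threshold of 1.2, 1 surrogate variable from sva 3.50.0, all 20 libraries in 1 fit, the replicate number as a block and each library left out in turn. Chosen after seeing the data were the removal of each library's trend with GC content and length of the longest transcript, the leaving out of the pair of fat libraries with hepatocyte transcripts, of the pair of liver libraries with skeletal muscle transcripts and of the liver library with the steepest GC trend, and the exact permutation of list scores.

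The steps were tested on simulated counts with 200 changed genes. At 1.5-fold, 2-fold and 4-fold changes, edgeR recovered 17.9%, 61.2% and 87.9% of the changed genes in fat (14551 genes), with 4 false among 115 calls, and 43.3%, 68.7% and 97% in liver (13172 genes), with 3 false among 142 calls. For the interaction (15505 genes) it recovered 13.4%, 37.3% and 80.3%, with 8 false among 95 calls. At the same changes, DESeq2 recovered 41.8%, 74.6% and 89.4% in fat and 49.3%, 74.6% and 97% in liver. DESeq2 made 35 false calls among 172 in fat and 18 among 165 in liver. With no gene changed, edgeR called 2 genes in fat, 0 in liver and 0 for the interaction. These rates hold for the simulated counts, and whether they carry over to the real libraries was not tested. In other groupings of the real mice, DESeq2 called up to 1166 genes in fat and 107 in liver. There, edgeR called up to 3 genes in fat, 7 in liver and 21 for the interaction.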

Results

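RNA was sequenced from the gonadal fat pad and the liver of mice deficient in protein kinase C epsilon (PKCε, encoded by Prkce) and of wild-type (WT) mice, on a C57BL/6 background. The deficient mice carry the genotype label AdEpsKO and are called KO here. The label is not expanded in the sources used here, so it is not known in which tissues or cells Prkce was deleted, or which part of it. KO liver therefore means liver of mice with this label. Before the tissues were taken, all mice had eaten a diet rich in fat over 1 week, and they had then gone without food for 6 h. Each of the 4 groups (KO fat, WT fat, KO liver and WT liver) held 5 libraries, 1 per mouse, giving 20 in all. Total expected counts ran from 12880933 to 17276907 per library in fat and from 13836370 to 20784145 in liver. Group means, in M counts, were 13.9 ± 1 in KO fat, 15.3 ± 1.4 in WT fat, 18.5 ± 2.4 in KO liver and 16.2 ± 1.9 in WT liver (SD, n = 5 each). The gene with the most counts was Scd1, a fatty acid desaturase, in 8 of the fat libraries and mt-Co1 in the other two, and Alb, which encodes serum albumin, in each liver library.

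Prkce, the targeted gene (ENSMUSG00000045038, chromosome 17, 86167785 to 86657919, GRCm38), was lower in KO than in WT fat, with 31.1 ± 5.58 against 50.5 ± 14.5 CPM (SD, n = 5 each). The 5 KO fat libraries held 34.6, 35.1, 22.3, 34.7 and 28.7 CPM, and the 5 WT fat libraries 51.3, 62.3, 35.2, 67.1 and 36.8 CPM, so that the ranges did not overlap. A two-sided exact permutation test of log2 CPM gave p = 0.00794, the smallest value that 5 libraries against 5 can give. The KO to WT ratio was 0.615 (95% interval 0.451 to 0.84), with an adjusted p of 0.671 over all genes by edgeR. In liver, Prkce stood at 11.1 ± 2.58 CPM in KO and 14.3 ± 3.56 CPM in WT, with 10.6, 8.83, 14.3, 8.64 and 13.3 CPM in the KO libraries and 10.6, 15.2, 12.9, 19.96 and 12.9 CPM in the WT libraries. The ratio in liver was 0.78 (0.596 to 1.02) and the exact permutation p was 0.135. The KO effect on Prkce in fat minus that in liver was -0.34 on the log2 scale, with an adjusted p of 0.933 by edgeR. The genes next to Prkce on chromosome 17 had a median log2 difference of 0.02 in fat and 0.01 in liver, and neither list was called. The values are totals over the whole gene, so transcripts that lack only part of it are counted too.

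**Figure D1:**
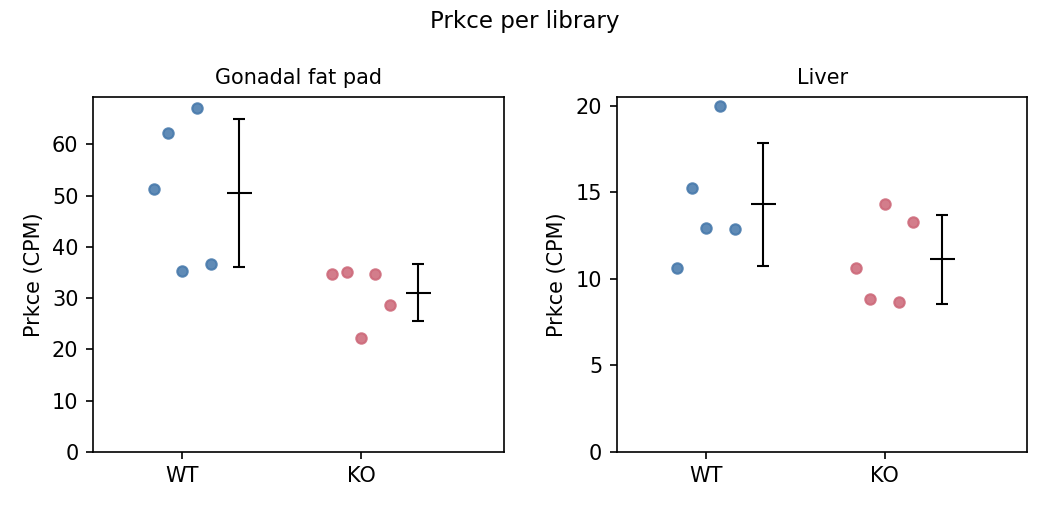
Prkce in CPM (counts scaled to library size) on the vertical axis for each library of WT and KO mice, in the gonadal fat pad and in liver. Each point is 1 library, and the bar gives the mean and SD of 5; in fat the KO points lie between 22.3 and 35.1 CPM and the WT points between 35.2 and 67.1 CPM.

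In the fat pad, the comparison of KO with WT mice asked which transcripts differ between the genotypes. The gene with the smallest p, Itpk1, an inositol phosphate kinase, had a KO to WT ratio of 1.34 (95% interval 1.21 to 1.49), with 52.7 ± 4.18 CPM in KO and 39.3 ± 1.1 CPM in WT. Clock, a core transcription factor of the circadian clock, had a ratio of 1.49 (1.26 to 1.76), with 81.1 ± 11.6 against 54.4 ± 5.55 CPM. Ccdc80, which encodes a secreted protein of adipose tissue, had a ratio of 0.569 (0.435 to 0.745), with 830.4 ± 165 against 1459 ± 258 CPM. For each of these 3 genes, the KO and WT libraries did not overlap. None of them passed the edgeR test, in which the smallest adjusted p was 0.671.

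Of 14707 genes tested in fat, edgeR called 0 at an adjusted p under 0.05. An unadjusted p under 0.05 was reached by 1079 genes (532 higher and 547 lower in KO), against 735 expected by chance. Without WT fat library 5 it was reached by 665 genes, fewer than the 743 expected. That library held transcripts listed as markers of uterus and oviduct epithelium, and whether they bear on this number was not tested. The KO and WT ranges were separate for 100 genes with KO below and 87 with KO above, which is 1.27% of genes, against 0.794% by chance. Limma-voom called 0 genes and DESeq2 called 13. Those 13 were Itpk1, Clock, Rcor1, Gtf2ird1, Slc39a10 and Cdkn1a, higher in KO, and Tspan4, Ccdc80, Isg20, St3gal4, Polr3gl, Acsm5 and Penk, lower in KO. The cyclin-dependent kinase inhibitor Cdkn1a had an edgeR ratio of 1.89 (1.37 to 2.61) and Penk, the precursor of enkephalins, one of 0.519 (0.375 to 0.717). Acsm5, a mitochondrial acyl-CoA synthetase, had a ratio of 0.447 (0.298 to 0.67), and Isg20, an interferon-stimulated exonuclease, 0.682 (0.579 to 0.804). The remaining genes among the 20 with the smallest p were Ccdc174, Uqcc3, Zfp598, Nmi, Uap1 and Adig, with ratios from 0.653 (Uap1) to 0.755 (Zfp598), and Trim67 at 1.86.

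Groups of genes in fat were compared through lists fixed before the data were examined, of which 49 had enough members tested. Camera with its preset correlation called 18 lists, and 0 of these calls held with an estimated correlation. The erythroid list was lower in KO, with a median log2 difference of -1.25. Of its 7 members, 6 passed as lower when adjusted over the list alone and 0 over all genes; the adjusted p was 0.414 with an estimated correlation. The hemoglobin gene Hba-a1, whose reads may be shared with its near-identical copy, stood at 169.7 ± 80.4 CPM in KO and 404.8 ± 219 CPM in WT fat, and Alas2, the erythroid enzyme of heme synthesis, at 23.9 ± 13.05 against 61.2 ± 40.3 CPM. The mast cell list had a median of -0.93 over 6 members, with 0 passing when adjusted over the list alone (adjusted p = 0.414 with an estimated correlation). Its proteases Tpsb2, Cma1 and Mcpt4 had ratios of 0.507, 0.527 and 0.52.

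Among adipokines and secreted factors, 22 of 30 members lay lower in KO fat, and 1, Ccdc80, passed when adjusted over the list alone (median -0.24; adjusted p = 0.414 with an estimated correlation). Cfd, the adipokine adipsin, stood at 3434 ± 686 CPM in KO and 5649 ± 1196 CPM in WT, with no overlap, and did not pass. The cholesterol synthesis list lay higher in KO, with 23 of 25 members positive, a median of 0.33 and 0 members passing when adjusted over the list alone (adjusted p = 0.577 with an estimated correlation). Hmgcs1 and Idi1, enzymes of the mevalonate pathway, had ratios of 1.42 (1.13 to 1.78) and 1.67 (1.16 to 2.4). The score of the cholesterol synthesis and uptake list was 0.59 in KO fat library 2, which held transcripts of bladder-type epithelium, and -0.178 to 0.193 in the other KO fat libraries. Without that library the median was 0.18 and camera kept its call (adjusted p = 0.00105). The fatty acid synthesis list had a median of 0.33, with Scd2 at a ratio of 1.92 (1.1 to 3.35) and 0 of 18 members passing when adjusted over the list alone (adjusted p = 0.855 with an estimated correlation). Camera lost the call of the fatty acid synthesis list without KO fat library 2 (median 0.11, adjusted p = 0.381), whose score was 0.795 against -0.282 to 0.282 in the other KO fat libraries. It also lost it without KO fat library 1 (0.27, 0.0661), WT fat library 3 (0.14, 0.197) or WT fat library 5 (0.24, 0.238). The interferon response list had a median of -0.32, with 29 of 34 members lower, among them Ifi27l2a at 0.648 and Igtp at 0.556, and 0 passing when adjusted over the list alone (adjusted p = 0.855 with an estimated correlation).

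The other 12 fat lists called by camera lay lower in KO, with 0 members passing when adjusted over the list alone. They were unfolded protein response (adjusted p = 0.577 with an estimated correlation), adipocyte progenitor and fibroblast (0.732), cytosolic ribosomal proteins (0.922), and skeletal muscle, macrophage, acute phase, lipolysis, inflammatory cytokines, branched-chain amino acid catabolism, mature adipocyte, extracellular matrix and class II antigen presentation (0.855 each). Pnpla2, the main triglyceride lipase of adipocytes, had a ratio of 0.717 (0.563 to 0.914), and the macrophage receptor Cd163 one of 0.637 (0.495 to 0.821). Of the 18 called lists, 7 kept their call whichever 1 library was left out: the erythroid, mast cell, adipokine, cholesterol synthesis, interferon response, unfolded protein response and progenitor lists. The other 11 each lost it without 2 to 5 of the 10 libraries in turn (camera adjusted p from 0.0661 to 0.986). Without KO fat library 2, camera lost the lipolysis, mature adipocyte, extracellular matrix, macrophage, inflammatory cytokine, class II antigen, acute phase and branched-chain lists (adjusted p from 0.103 to 0.587). The acute phase list (median -0.38) also lost its call without WT fat library 4 (median -0.1, adjusted p = 0.458), which held hepatocyte transcripts (Alb at 461.5 CPM) and had a score of 1.43 for the acute phase list, against -0.424 to 0.333 in the other WT fat libraries. For the acute phase list in fat, the adjusted p was 0.345 without both libraries with hepatocyte transcripts. The skeletal muscle list, with a median of -1.06, was at -0.07 without WT fat library 2 (adjusted p = 0.717) and at -2.37 without KO fat library 2, and lost its call also without KO 1 (0.103) or KO 5 (0.0678). The lipolysis, mature adipocyte and branched-chain lists lost theirs without KO 3, WT 1, WT 2 or WT 4 (adjusted p from 0.087 to 0.393). Without KO 1, the extracellular matrix, macrophage, inflammatory cytokine, class II antigen and ribosomal lists lost theirs (0.103 to 0.12); further losses were the matrix list without KO 4 (0.114) or WT 5 (0.182), the macrophage list without KO 5 (0.0678), the cytokine list without KO 5 (0.0678), WT 3 (0.21) or WT 4 (0.128), the class II list without WT 1 (0.2), WT 3 (0.179) or WT 5 (0.238), and the ribosomal list without KO 4 (0.209), KO 5 (0.986) or WT 5 (0.442). Without WT fat library 3, the extracellular matrix, macrophage and ribosomal lists turned to the other direction. The cytosolic ribosomal proteins list in fat also did so with each library's GC and length trend removed (camera adjusted p = 0.667). Transcripts of other tissues varied between fat libraries: skeletal muscle actin Acta1 ran from 11.1 to 230 CPM, with the highest levels in KO fat 2 and WT fat 2 (169 CPM). KO fat library 2 also held transcripts of bladder-type epithelium, with Upk3a at 383.9 CPM against at most 0.854 CPM in the other fat libraries.

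In liver, the same comparison called 1 gene. Hectd2os, an antisense RNA gene on the minus strand of chromosome 19 (ENSMUSG00000087579, 36614052 to 36705641, GRCm38), rose to 71 ± 15.2 CPM in KO from 33.7 ± 2.2 CPM in WT (SD, n = 5 each). The ratio was 2.1 (95% interval 1.73 to 2.55), the adjusted p was 0.0103 by edgeR, and all 5 KO libraries lay above all 5 WT libraries. It overlaps the end of Hectd2, a gene on the plus strand with 3.23 ± 0.702 CPM in KO and 2.06 ± 1.15 CPM in WT; the library kit keeps the strand, but whether the counting used it is not given in the sources used here. Exph5, with a ratio of 1.55 (1.34 to 1.8), and the immediate early transcription factor Fos, with 57.9 ± 15 CPM in KO against 128 ± 25.7 CPM in WT, reached an adjusted p of 0.0822 each by edgeR and did not pass.

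Of 13298 genes tested in liver, 1769 reached an unadjusted p under 0.05 (880 higher and 889 lower in KO), against 665 expected by chance. Without the pair of liver libraries that held skeletal muscle transcripts, 1021 did, against 680 expected. The ranges were separate for 170 genes with KO below and 201 with KO above, or 2.79% of genes, against 0.794% by chance. Limma-voom called 3 genes, Hectd2os, Fos and Exph5. DESeq2 called 137, of which 62 were higher and 75 lower in KO. The 20 genes with the smallest edgeR p were all among those 137, and apart from Hectd2os none of them passed the edgeR test. Those lower in KO included the imprinted RNA H19, at 1.87 ± 0.784 against 9.76 ± 4.54 CPM; Slc12a4, a potassium-chloride cotransporter, at a ratio of 0.637 (0.543 to 0.747); and the extracellular superoxide dismutase Sod3, at 0.712 (0.622 to 0.815). Those higher in KO included Necab1 at 1.57 (1.32 to 1.86), Fam13a at 1.44 (1.25 to 1.67), Tfpi2 at 1.4 (1.22 to 1.61), Cxcl11, annotated as a polymorphic pseudogene, at 1.87 (1.45 to 2.42), Adnp at 2.29 (1.62 to 3.25) and the major urinary protein Mup2 at 2.03 (1.5 to 2.75). Others were Rcor3, Zfp398 and Sucnr1, higher in KO, and Tgm1, Top2a, Prc1 and Ccnb2, lower in KO. Mup2 belongs to a family of near-identical genes, so its counts are uncertain. With 1 library left out at a time, edgeR called from 0 to 4 genes. The call of Hectd2os was lost without WT liver library 3 (adjusted p = 0.0617), without WT liver library 5 (0.0685), without the pair of liver libraries that held skeletal muscle transcripts (0.0797) and in a fit of all 20 libraries (0.072).

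**Figure D2:**
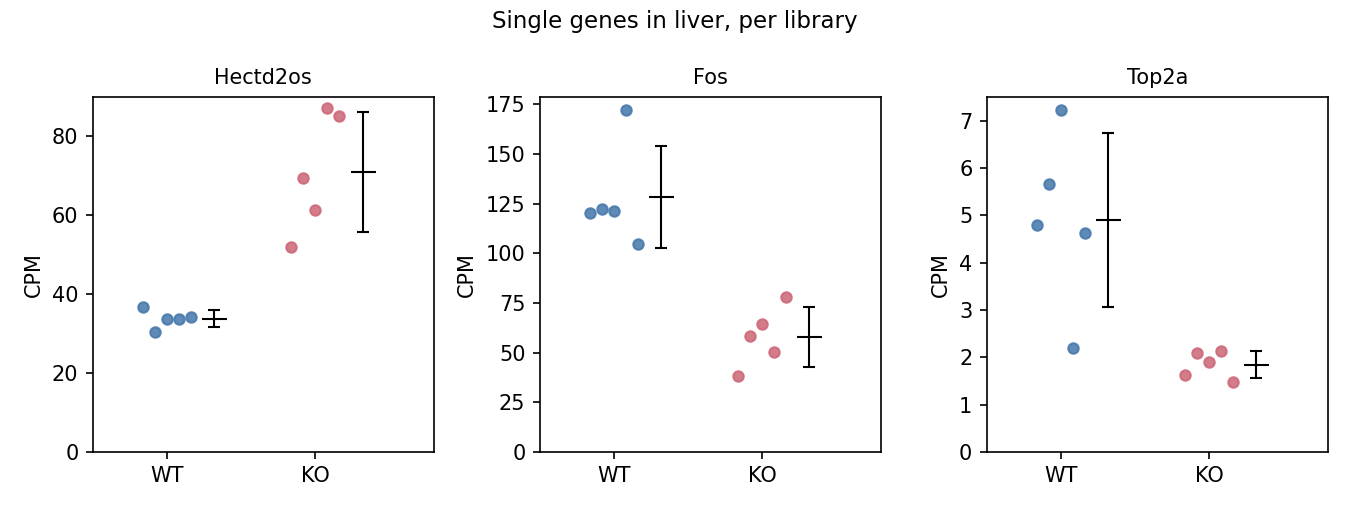
Hectd2os, Fos and Top2a in liver, in CPM (counts scaled to library size) on the vertical axis, for each WT and KO library. Each point is 1 library and the bar gives the mean and SD of 5; Hectd2os averages 33.7 CPM in WT and 71 CPM in KO, Fos 128 and 57.9 CPM, and Top2a 4.91 and 1.85 CPM.

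Of 47 lists tested in liver, camera with its preset correlation called 16, and 0 of these calls held with an estimated correlation. The smallest p belonged to the cell cycle list, which was lower in KO. Its median log2 difference was -0.93, and 27 of 28 members were lower. Of these, 20 passed as lower when adjusted over the list alone, and 0 over all genes. In the alternatives the median ran from -0.676, with only genes at 1 CPM or more in 5 libraries, to -1.043 without WT liver library 4. By limma-voom it was -0.779. Some members had few counts, such as Prc1 at 0.554 CPM in KO and 1.85 CPM in WT. The adjusted p was 0.164 with an estimated correlation. Top2a, the topoisomerase of dividing cells, stood at 1.85 ± 0.288 CPM in KO and 4.91 ± 1.83 CPM in WT. Prc1 and Ccnb2, which act in mitosis, had ratios of 0.312 (0.197 to 0.495) and 0.355 (0.223 to 0.564), and Cenpf, a kinetochore protein, 0.297 (0.163 to 0.541). The mean list score was -0.397 ± 0.098 in KO and 0.397 ± 0.356 in WT, and an exact permutation test gave p = 0.00794, the smallest possible here, or 0.124 adjusted over the lists. Counting only lists at that smallest value, at least 8 of the 47 would be needed for any to pass after adjustment, and 3 reached it.

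The macrophage list had a median of -0.46, with 30 of 32 members lower and 15 passing as lower when adjusted over the list alone (adjusted p = 0.454 with an estimated correlation). Cd68 stood at 9.05 ± 0.637 CPM in KO and 14.9 ± 4.08 CPM in WT, Fcgr3 at 8.6 ± 1.33 against 15.2 ± 4.81 CPM, and the complement genes C1qb and C1qc had ratios of 0.626 and 0.603. The endothelial and lymphocyte lists had medians of -0.06 and -0.04 and were not called. Of the acute phase list, 25 of 26 members were lower and 8 passed as lower when adjusted over the list alone (median -0.33, or -0.49 without WT liver library 3; adjusted p = 0.436 with an estimated correlation), among them haptoglobin (Hp) at 0.607 (0.446 to 0.826) and Itih3 at 0.702 (0.591 to 0.835). The erythroid list had a median of -1.01, with 2 of 8 members passing as lower when adjusted over the list alone, among them Slc4a1, the anion exchanger of red cells (adjusted p = 0.454 with an estimated correlation).

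Of 78 cytosolic ribosomal protein genes, 77 were lower in KO liver by a median of -0.18 (-0.12 without WT liver library 2), with 0 passing when adjusted over the list alone (adjusted p = 0.454 with an estimated correlation). The hepatocyte list had a median of -0.18 and 0 members passing when adjusted over the list alone (adjusted p = 0.178 with an estimated correlation), with the apolipoprotein Apoa1 at 4030 ± 427 CPM in KO and 7260 ± 2861 CPM in WT. In the glycolysis list, 3 of 24 members, Hk2, Pkm and Aldoa, passed as lower when adjusted over the list alone (adjusted p = 0.454 with an estimated correlation). WT liver libraries 2 and 4 held skeletal muscle transcripts, with Acta1 at 42 and 76 CPM. The glycolysis median was -0.244, against -0.243 without WT liver library 2 and -0.224 without WT liver library 4. Each of these fits kept the other library with muscle transcripts, so they do not show the glycolysis median without both. In the immediate early list, Fos alone passed when adjusted over the list alone (adjusted p = 0.186 with an estimated correlation), and Egr1 had a ratio of 0.818. In the adipokine list, Cmklr1, the chemerin receptor, passed as lower when adjusted over the list alone (adjusted p = 0.164 with an estimated correlation). WT liver libraries 4 and 5 held adipocyte transcripts, with Cfd at 12.2 and 9.29 CPM against at most 1.89 CPM in the other liver libraries. The adipokine median was -0.253, against -0.263 without WT liver library 4 and -0.246 without WT liver library 5. Leaving out both was not tested. The extracellular matrix list held Tgfbi and the class II antigen list H2-DMb1 as lower when adjusted over the list alone (adjusted p = 0.617 and 0.628 with an estimated correlation).

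The remaining liver lists called by camera had 0 members passing when adjusted over the list alone. The unfolded protein response list had a median of -0.15 (-0.23 without WT liver library 1), with Asns, the asparagine synthetase, at a ratio of 0.27 (0.127 to 0.576) (adjusted p = 0.454 with an estimated correlation). Branched-chain amino acid catabolism (median 0.14), female-biased liver genes (0.3) and cytochrome P450 genes (0.1, or 0.15 without WT liver library 1) lay higher in KO (adjusted p = 0.454 each with an estimated correlation). Aldh6a1 and Mut, enzymes of valine and propionate breakdown, had ratios of 1.24 and 1.2. The skeletal muscle list had a median of -2.87 (adjusted p = 0.628 with an estimated correlation) and turned to the other direction without WT liver libraries 2 and 4, in which Acta1 reached 42 and 76 CPM. Its call was lost without WT liver library 4 (camera adjusted p = 0.108). Camera lost the female-biased list without KO liver library 5 (0.0762) or WT liver library 3 (0.138), the class II antigen list without KO 1 (0.0792), KO 5 (0.123) or WT 1 (0.242), and the cytochrome P450 list without KO 3 (0.0568), KO 4 (0.073), WT 2 (0.0504) or WT 3 (0.303); the other 12 called lists kept their call without any 1 library.

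**Figure D3:**
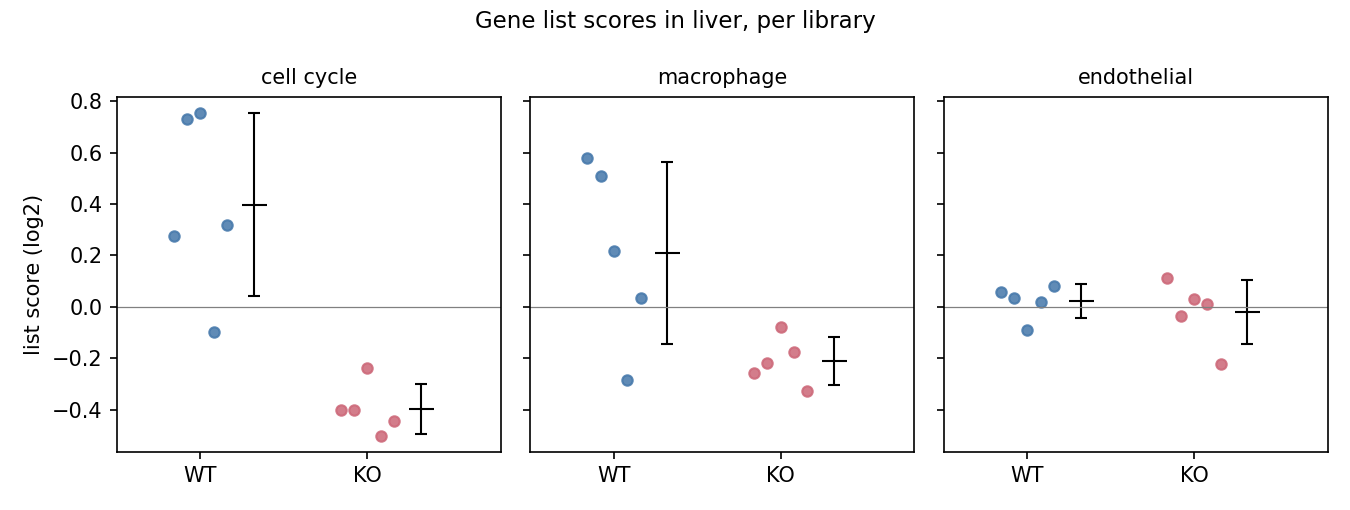
Scores of the cell cycle, macrophage and endothelial lists in each liver library, as the mean log2 CPM of the members after each gene's own mean was subtracted (vertical axis, log2 units). Each point is 1 library and the bar gives the mean and SD of 5; the cell cycle scores average 0.397 in WT and -0.397 in KO, and the endothelial scores 0.021 and -0.021.

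Liver libraries differed in a trend with GC content. Per 10 points of GC content of a gene's longest transcript, KO liver library 5 changed by -0.41 on the log2 scale relative to the mean of all liver libraries, while the other liver libraries lay between -0.03 and 0.17 and the fat libraries between -0.1 and 0.12. Across genes, which are not independent replicates, the KO to WT log2 ratio in liver had a Spearman correlation of -0.494 with GC content, and that in fat one of -0.174. With each library's GC and length trend removed, edgeR called 2 genes in liver, Tbc1d10a (ratio 2.08, adjusted p = 0.0405) and Hectd2os (ratio 1.79, adjusted p = 0.0405), and the median of the cell cycle list was -0.87.

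**Figure D4:**
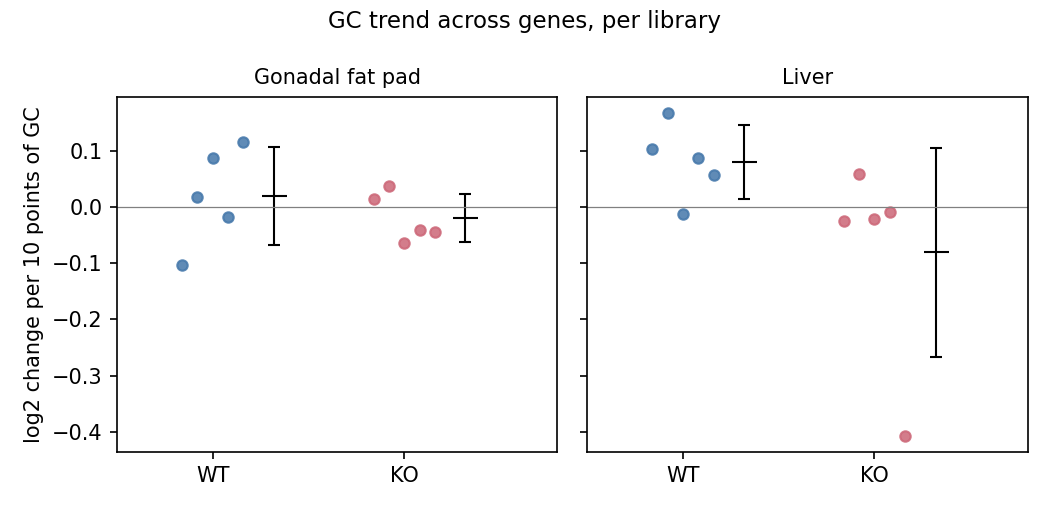
Change in log2 CPM per 10 points of GC content (vertical axis), fitted across genes in each library relative to the mean of its tissue, for WT and KO mice in fat and liver. Each point is 1 library and the bar gives the mean and SD of 5; KO liver library 5 lies at -0.407, below the other liver libraries, which lie between -0.025 and 0.168.

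Whether the KO effect differed between fat and liver was tested directly in a fit of all 20 libraries. Syt11, a synaptotagmin, had a KO to WT log2 difference of -0.24 in fat and 0.87 in liver, a difference of -1.13. Pqlc3 had 0.15 in fat and -0.91 in liver, a difference of 1.06, and the splicing factor Cdc40 had -0.26 and 0.21, a difference of -0.47. Each had an adjusted p of 0.306 by edgeR and did not pass. Fam13a had -0.56 in fat and 0.53 in liver, with an adjusted p of 0.639 by edgeR. Of 15652 genes, edgeR called 0, with 907 at an unadjusted p under 0.05 against 783 expected by chance. With 1 library left out, this number ran from 756 against 789 expected (without WT fat library 4) to 1310 against 790 (without WT fat library 3). With fat and liver libraries of a number taken as 1 mouse and the mouse as a block, 690 genes reached an unadjusted p under 0.05, fewer than the 783 expected. Limma-voom called 0 genes, and DESeq2 called 2, Syt11 and Cdc40. The other genes among the 10 with the smallest adjusted p were Zeb2os, Itpkb, Zfp433, Slc35e4, Gm16574 and Nat8l.

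Of 12447 genes tested in both tissues, 0 were called in both by edgeR, and DESeq2 called 1 in both with the same direction, the tetraspanin Tspan4 (ratios of 0.74 in fat and 0.614 in liver by edgeR). An unadjusted p under 0.05 was reached in both tissues by 168 genes, against 125.2 expected if the tissues were independent, and 155 of these had the same direction in both. They comprised 94 genes higher and 61 lower in KO. Without KO mouse 5, 96 genes had the same direction, and without KO mouse 4, 97. Among those lower in both were Slc4a1, Hba-a1 and Hbb-bt of the erythroid list and Cd163, Lyve1 and Timd4 of the macrophage list. Asns and Chac1 of the unfolded protein response list were lower in both too. Clock and Sos1, of the insulin signalling list, were among those higher in both. Membership of a list does not show which cells the transcripts came from. The median GC content was 41.1% for those higher and 53.2% for those lower in both tissues. With the GC and length trends removed, 96 of 110 such genes had the same direction.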

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

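The tests in this part were chosen after the results were seen, except the test of genes by chromosome, that of 10 further urothelial markers and that of the smallest p over all liver lists, whose limits were written before their values were looked at. Of 182 groups of 5 libraries checked, 6 (3.3%) held a library whose gap to its nearest neighbour exceeded 0.71 of the group's range, and chance gives about 5%.

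St3gal4 in WT fat library 4 lay at 6.41 log2 CPM against 5.98 to 6.1 in the others (a gap of 0.716 of the range). Exph5 in WT liver library 5 lay at 3.54 against 3.75 to 3.78 (0.893). The ribosomal protein score of KO liver library 3 was 0.02 against -0.12 to -0.1 (0.885), and the unfolded protein response score of KO liver library 4 was 0.004 against -0.19 to -0.15 (0.822). In WT liver library 3 the female-biased score was -0.81 against -0.1 to 0.06 (0.817), and the cytochrome P450 score was -0.43 against -0.05 to 0.07 (0.763).

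The mice were divided into other groups of 5 and 5, drawing 100 of the possible splits, the real one included, with both tissues of a replicate number kept together. Chance could not be excluded for the edgeR call in liver (1 call; 9 of 100 splits gave as many, highest other 7), or for the lists called by camera in fat (18 lists; 44 of 100, highest other 27) and in liver (16 lists; 31 of 100, highest other 24). The edgeR test made 0 calls in fat, for the interaction and in both tissues at once, and since any split gives at least 0, the 100 of 100 splits that did so in each case say nothing about chance (highest other 3, 21 and 0). For DESeq2 in fat, 29 of 100 splits gave at least the 13 calls, and the highest other split gave 1166. Chance could not be excluded for this count, and the cause of the high counts in other splits was not tested. For DESeq2 in liver, only the real split, 1 of 100, gave as many as 137, with 107 in the highest other, so chance could be excluded for this count taken alone, though it is 1 of 8 counts of calls tested in this way. At least as many genes with an unadjusted p under 0.05 were found in 24 of 100 splits in fat (1079 genes, highest other 2798), in 42 of 100 for the interaction (907, highest other 2376) and in 1 of 100, the real one, in liver (1769, highest other 1700).

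The cell cycle list was lower in KO liver. Of 100 splits, 1, the real one, gave a median as far from 0 (0.931 in size, highest other 0.801), but the list was taken up for having the smallest p of 47, and 6 of 100 splits gave some liver list a camera p as small (-log10 p of 24.005, highest other 30.002), so chance could not be excluded. Removing each library's GC and length trend left the median at -0.87, which argues against that trend as the whole cause. A lower share of all non-hepatocyte cells is argued against by the endothelial list, whose median was -0.055 with a lower quartile of -0.14. The lymphocyte (-0.042), biliary and stellate (-0.061) and mesothelial (0.086) medians were small too. The macrophage (-0.461), erythroid (-1.01) and smooth muscle and pericyte (-0.279) medians lay lower, so a lower share of some cell kinds remains open. A lower number of dividing cells of a single kind in KO liver remains open and untested.

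Of genes past the unadjusted threshold in both tissues, 155 moved in the same direction; 2 of 100 splits gave as many (highest other 179), and 8 of 100 gave as high a share as 92.3%, so chance is left open for a pattern taken up after it was seen. GC and length trends as the whole cause are argued against by 87.3% of such genes (96 of 110) having the same direction once the trends were removed, although the highest other split then gave 188. Without KO mouse 5 the number was 96, and without KO mouse 4 it was 97. Of the 155 genes, 11 lie on chromosome 17 and 144 elsewhere. The share of 7.1% (95% interval 3.6 to 12.34%) is 1.4 times the 5.05% of all genes tested in both tissues. The 144 genes elsewhere argue against strain variation in the changed genes themselves, linked to Prkce, as the whole cause. The test cannot address a linked variant that alters genes on other chromosomes, so that remains open. A shared effect of genotype remains open, as does any difference between the KO and WT mice other than Prkce, which the design does not separate from it.

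KO fat library 2 held transcripts of urothelium, such as Upk1a at 465.9 CPM against at most 1.14 CPM in the other fat libraries and Krt5 at 225 against 0.233 CPM. A candidate explanation is tissue of the urinary tract taken with the fat pad: 6 of 10 further urothelial markers were over 4 times higher there than in any other fat library, which is the least number set beforehand. Snx31 reached 168.8, Aqp3 119.4 and Cldn4 87.81 CPM, while Krt13, Dsc3 and Fgfr3 did not pass that limit. The count sets the other libraries to at least 0.1 CPM, which was not part of the limit set beforehand; without that floor it was 7, through Vgll1 at 0.206 CPM against 0. Another tissue under a fat label is argued against by the adipocyte genes, of which the lowest, Adipoq, lay at 0.462 of the other fat libraries' median, and no biological explanation was tested.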

How the results depend on the processing

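The values with GC and length trends removed, with pairs of libraries left out and from exact permutation of list scores come from tests chosen after the result was seen. DESeq2 called 13 genes in fat, 137 in liver, 2 for the interaction and 1 in both tissues. Liver calls were 3 by limma-voom, 5 with 1 surrogate variable, 5 with all 20 libraries in 1 fit, 2 with GC and length trends removed and 4 without the pair with muscle transcripts; the cause was not tested. Leaving out 1 liver library gave 0 (WT 3 or WT 5) to 4 calls (WT 2), with 3 without KO 5 or WT 1 and 2 without KO 3 or WT 4. Fat gave 0 calls in every alternative run other than DESeq2. The adjusted p of Hectd2os ranged from 1.896e-09 to 0.0797.

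Prkce kept its direction throughout. For Prkce in liver, KO vs WT, the log2 difference ranged from -0.467 (without KO 3) to -0.21 (without WT 4), with an unadjusted p under the threshold without KO 3 and without WT 1 (-0.449). For Prkce in fat, KO vs WT, the range was -0.805 (without WT 3) to -0.577 (without WT 4).

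Lists called were 0 in fat and 0 in liver with an estimated correlation, 0 and 3 by fry, and 0 and 0 by exact permutation of scores. Counting only lists at its smallest p, the permutation needs at least 8 for any to pass. Leaving out 1 library gave 12 to 18 called lists in fat and 16 to 20 in liver. Without WT fat 3, the extracellular matrix list in fat (camera adjusted p = 0.739), macrophage list in fat (0.839) and cytosolic ribosomal proteins list in fat (0.47) turned direction, the last also with GC and length trends removed (0.667); with 1 library left out, their adjusted p ranged from 0.000412 to 0.739, 1.266e-06 to 0.839 and 1.917e-06 to 0.986. The skeletal muscle list in liver turned direction without the pair with muscle transcripts (0.467). The cause was not tested. For single lists, 91 values in fat and 43 in liver lost their call. For named genes, 13 values in fat, 30 in liver and 2 for the interaction came past the threshold, and 5 in liver fell short of it.

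The replicate number as a block gave 0 calls in fat (1435 genes at an unadjusted p under 0.05, against 1079), 1 in liver (Hba-a1, not Hectd2os at 0.0507), 0 for the interaction by mouse, and 17 and 19 lists; Prkce in fat, KO vs WT, was at -0.674, Prkce in liver, KO vs WT, at -0.353, and 236 genes shared a direction. The numbers were not taken to pair KO with WT, since not every pair correlated above 0.1. Deviations of same-numbered libraries correlated at -0.167 to 0.505 in fat, where 3 of 5 lay above 0.1 and 3 of 5 were closest to their own number, a hint from the data and not from the design. In liver they correlated at -0.227 to 0.251, with 1 of 5 closest to its own number. Fat and liver libraries of a number, taken as 1 mouse, had a mean correlation of 0.022 in KO and 0.059 in WT.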

Other observations

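The list tests in this part were planned, and the marker genes of single libraries were chosen after their levels were seen. Members of further lists in liver passed when adjusted over the list alone, with 0 passing over all genes and no list called. The antioxidant list held Sod3 and Gpx3 (ratio 0.564, 95% interval 0.421 to 0.754) as lower and Ugdh (1.47, 1.21 to 1.77) as higher in KO. Lpl, the lipoprotein lipase, was lower, with 25.9 ± 6.43 CPM in KO and 42.8 ± 10.3 CPM in WT (SD, n = 5 each), and Car3 was higher, with 1487 ± 367 against 905.6 ± 227 CPM. Among genes next to Adipoq on chromosome 16, Ahsg and Fetub, which encode plasma proteins made by the liver, had ratios of 0.746 (0.619 to 0.898) and 0.777 (0.66 to 0.916). In fat, Xbp1, a transcription factor of the unfolded protein response, had a ratio of 0.726 (0.594 to 0.887) and passed over the plasma cell list alone, and Clock over the circadian list alone.

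Single libraries stood apart in other transcripts, reported here as values. In fat, Alb reached 438.3 CPM in KO library 3 and 461.5 CPM in WT library 4, against 13.7 to 73.2 CPM in the others. WT fat library 5 held Muc1 at 11.7, Sprr2f at 5.96, Wnt7a at 4.96 and Pax8 at 3.08 CPM. These genes were listed as markers of uterus and oviduct epithelium. Of the same list, Ltf (11.7 CPM) and Hsd11b2 (19 CPM) were also highest there among fat libraries. Ovgp1 (1.81 CPM) and Foxj1 (0.134 CPM) were not. KO fat library 3 held CT010467.1, listed as a marker of ribosomal RNA reads, at 12510 CPM against at most 780.5 CPM in the other fat libraries. Of the same list, AY036118 stood at 2011 against at most 165.2 CPM and Lars2 at 1808 against at most 146.6 CPM. The gene mt-Rnr2 stood at 1836 against at most 1160 CPM. The effect of these reads on the comparisons was not tested. Ucp1, the uncoupling protein of brown fat, was at 2.54 CPM in KO fat library 1 and between 27.9 and 380.6 CPM in the others. In liver, Scd1 reached 23790 CPM in KO library 1, against 1864 to 6422 CPM in the others, and Lpin1 897.9 CPM. Adipoq was at 4.23 and 4.43 CPM in WT liver libraries 4 and 5. All 20 libraries held Xist between 615.5 and 1675 CPM, and Ddx3y was at most 0.113 CPM.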
